A study of Rattus norvegicus with 6 samples. Its data were reported in "A comparison of RNA-seq and exon arrays for whole genome transcription profiling of the L5 spinal nerve transection model of neuropathic pain in the rat" (2014).

How the data were processed

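L5 spinal nerve transection (SNT), in which the spinal nerve leaving the fifth lumbar ganglion is cut, is a rat model of neuropathic pain. RNA was taken from L5 dorsal root ganglia (DRG), which hold the cell bodies of sensory neurons together with satellite glia, Schwann cells, fibroblasts, vessels and immune cells. The tissue came from male Wistar rats, either 7 days after SNT or naive. There were 3 SNT and 3 naive arrays, each hybridised with polyadenylated RNA pooled from 4 animals, so that 12 animals stood behind each group. The pools were separate groups of animals. RNA-seq of the same pools was not analysed here.

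The arrays were Affymetrix Rat Exon 1.0 ST arrays, whose probesets are summarised over the exons of a gene into a transcript cluster. The authors deposited log2 values per transcript cluster. They read the scanner files in R with the oligo package and applied robust multi-array average (RMA), which corrects background, normalises by quantiles between arrays and summarises probesets by median polish. The versions of these tools are not given in the sources used here. Probesets carry a confidence level (core, extended or full), and the study took core and extended probesets for its comparison of platforms. The labels of the deposited table name no level. Values lie on a log2 scale, and median polish tends to compress large differences. Scanner files and control probes were not used here, so no background level was set for a cluster, and a low value may hold nonspecific signal. For arrays no read depth exists, and the number of arrays limits the precision.

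The table held 19418 transcript clusters with a value on each of 6 arrays. Gene symbols came from the platform annotation: 13327 clusters had 1 symbol, 620 had several and 5471 had none. Of the clusters with 1 symbol, 13232 matched a gene identifier in the RefSeq gene table for the GRCr8 assembly, and that match altered 0 symbols. No gene is named from a cluster with several symbols. Genomic positions are not given, since the assembly of the array design differs from the assembly of that table. Where a gene had more than 1 cluster (102 genes), the cluster with the highest mean over all 6 arrays stood for it.

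SNT was compared with naive by a linear model with empirical Bayes moderation (lmFit and eBayes, limma 3.58.1 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over all 19418 clusters, a false discovery rate (FDR) of 0.1 and no fold change filter. The study also used limma and an FDR of 0.1, but kept 1 cluster per Ensembl gene, the most variable, so its adjusted p-values rest on other clusters than those here. The moderation added 2.81 prior degrees of freedom. A fold change of 2 or more was counted separately. Log2 fold changes are SNT minus naive and are given ± standard error, with n = 3 arrays per group. An exact test of 3 against 3 arrays cannot go below p = 0.1, so p-values come from the limma model alone.

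In addition, 33 gene lists for injury, ion channels, receptors, cell types of the ganglion and its surroundings, inflammation and metabolism were tested with camera (limma), using a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment at FDR 0.05 over the 31 lists with at least 5 measured genes. Camera compares a list with all other measured genes. It was repeated with the correlation estimated from the residuals, and fry was run as a test of whether a list's genes move one way on balance. The members past FDR 0.1 are counted over all clusters and adjusted over the list alone. The lists on pain genes came from a meta-analysis that the study had tabulated with fold changes of these same samples. The lists, the test and the rule for named genes were fixed before the data were examined. Other lists also hold genes whose array fold changes in these samples the study had printed. Examples are Atf3 and Csrp3 among injury genes, Cthrc1 and Thbs2 among matrix genes and Cxcl14 among cytokines. Macrophage markers include Gpnmb, Trem2, Aif1, Cd68, Cx3cr1 and the C1q genes, and nociceptor markers include Calca, Tac1, Sst, Cd55 and Scn11a. Those lists are therefore not wholly independent of these data. Named genes were the 10 largest rises and the 10 largest falls among clusters past FDR 0.1 with 1 symbol whose SNT arrays lay on one side of the naive arrays, up to 4 members of each list with the smallest adjusted p, up to 3 members past FDR 0.1 that went against the median of their list, and Atf3 and Sprr1a as a check of the labels.

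The procedure was tested on simulated data with 19418 clusters, in which 200 clusters were changed. Of changes of 0.5 on the log2 scale 40.3% were recovered, of changes of 1 97% and of changes of 2 98.5%, and false calls made up 14.2% of all calls. That share of false calls lies above the FDR of 0.1 that was set. Both simulated groups had the same spread and far fewer clusters changed than were called in the data. These rates may therefore not carry over to the real calls. A list lowered by 0.5 in simulated data of 13215 genes was the 1 list called by camera, with either correlation. The simulated genes were independent of each other, so this check cannot show how either setting behaves with correlated genes. Alternatives were FDR thresholds of 0.05 and 0.01, a variance trend with robust moderation, array weights, a filter on dim clusters, a restriction to 1 cluster per named gene, 3 other normalisations, a replicate block, the omission of each array, and the cluster with the largest variance per gene. Each count of calls was also taken without the 534 unnamed clusters whose identifiers lie below the range of the named clusters, a choice made after seeing the data.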

Results

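Gene expression was measured in L5 dorsal root ganglia of rats 7 days after spinal nerve transection (SNT) and of naive rats, on 3 arrays per group with RNA of 4 animals pooled per array. The comparison asks which genes change in the ganglion whose nerve was cut. The controls were naive rats and no sham-operated group was included. Effects of the surgery therefore cannot be told apart from those of the nerve cut. Each array gave a log2 value for 19418 transcript clusters. Array medians were 6.11, 6.16 and 6.16 for the naive replicates 1 to 3 and 6.31, 6.21 and 6.18 for the SNT replicates 1 to 3. Naive arrays correlated with each other across clusters at r = 0.994 to 0.996. The array of SNT replicate 1 correlated at r = 0.982 with either other SNT array and at r = 0.978 to 0.981 with the naive arrays, whereas SNT replicates 2 and 3 correlated with each other at r = 0.99.

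Atf3, a transcription factor induced by nerve injury, and Sprr1a, a small proline-rich protein of injured axons, separated the groups on every array. Atf3 stood at 7.74, 7.69 and 7.74 in naive replicates and at 11.4, 11.5 and 11.6 in SNT replicates. Sprr1a stood at 4.39, 4.51 and 4.67 in naive replicates and at 10.2, 10.2 and 10.7 in SNT replicates.

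Of the 19418 clusters, 6232 passed FDR 0.1. Expression rose in 3367 and fell in 2865 (54% rose). A fold change of 2 or more was found for 842 clusters, of which 359 rose and 483 fell. By gene, 5042 of 13215 were called, 2630 of them higher and 2412 lower. The clusters that rose had a median absolute log2 change of 0.45 and a median naive level of 6.48, whereas those that fell had a median of 0.53 and a naive level of 8.46. In 8638 clusters (44.5%) the SNT arrays lay entirely on one side of the naive arrays, against the 10% given by chance, and 6147 of these were among the calls. Centring each array on its median gave 1869 rises and 3403 falls (35.5% rose), so the split between rises and falls rests on the normalisation. Without naive replicate 1 the calls numbered 3499, of which 1643 rose and 1856 fell. Without naive replicate 2 there were 3745, 1855 and 1890, and without naive replicate 3 rises came to 2113.

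The largest rises were those of Sprr1a (log2 fold change 5.86 ± 0.17, 57.9-fold, adjusted p = 3.75e-05), the chemokine Cxcl14 (5.06 ± 0.44, 33.4-fold, adjusted p = 0.00248), the muscle LIM protein Csrp3 (4.50 ± 0.17, adjusted p = 0.000135) and the protease inhibitor Serpina3n (4.43 ± 0.22, adjusted p = 0.000554). They were followed by Crisp3 (4.39), the regenerating islet-derived protein Reg3b (4.33), the cytotoxic granule protease Gzmb (4.06), the macrophage glycoprotein Gpnmb (3.84), Atf3 (3.78) and the neuropeptide galanin, Gal (3.76). The largest falls were those of Chrna3, a nicotinic acetylcholine receptor subunit (-3.67 ± 0.97, adjusted p = 0.0374), Dpp10, an auxiliary subunit of A-type potassium channels (-3.53 ± 0.60, adjusted p = 0.0102), the serotonin receptor subunit Htr3b (-3.38 ± 0.60, adjusted p = 0.0113) and the potassium channel Kcnh7 (-3.36 ± 0.62, adjusted p = 0.0123). Htr3a (-3.31), Chrnb3 (-3.31), the sodium channel Scn11a (-3.15), Tmem255a (-3.07), Plcd4 (-3.07) and the matrix link protein Hapln1 (-3.06) came next. The call of Chrna3 was lost without naive replicate 1 (adjusted p = 0.106) or naive replicate 2 (adjusted p = 0.113). Between the SNT arrays these 10 falling genes had SDs of 1.13 to 2.19, and the 10 rising genes SDs of 0.14 to 0.99. Chrna3 stood at 9.62 in SNT replicate 1 and at 5.71 and 5.97 in SNT replicates 2 and 3, against 10.7, 11.01 and 10.6 in the naive replicates.

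**Figure D1:**
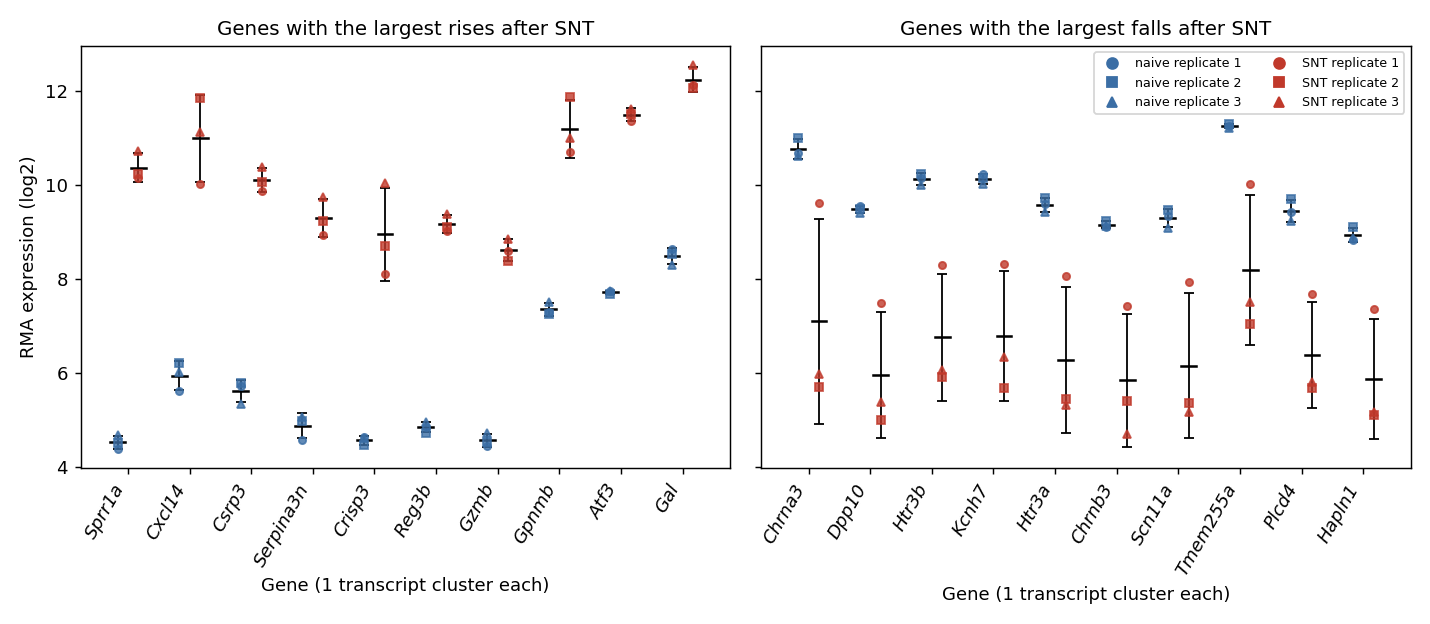
RMA expression (log2) of the 10 genes with the largest rises and the 10 with the largest falls after SNT, for each naive (blue) and SNT (red) array, with horizontal bars for the mean and error bars for the SD of 3 arrays. For the falling genes SNT replicate 1 lies closest to the naive arrays, as for Chrna3 at 9.62 against 5.71 and 5.97.

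Injury and regeneration-associated genes rose as a group: 20 of 22 measured genes rose and 1 fell, with a median log2 fold change of 1.50 (21 rose and 1 fell when adjusted over the list alone). Besides Atf3 and Sprr1a, Ecel1, a membrane endopeptidase of injured neurons (2.05 ± 0.07, adjusted p = 9.53e-05), and Csrp3 had the smallest adjusted p. Ddit3, a transcription factor of the endoplasmic reticulum stress response, went the other way (-0.30 ± 0.09, adjusted p = 0.0508), a call lost without any 1 of the 3 naive arrays (adjusted p = 0.155, 0.167 and 0.108) or without SNT replicate 2 (adjusted p = 0.112). The camera test gave adjusted p = 5.18e-12 for the list, and adjusted p = 0.356 with an estimated correlation. Of 41 pain genes that an external meta-analysis listed as raised, 35 rose and 4 fell (37 and 4 when adjusted over the list alone, median 1.28, camera adjusted p = 1.34e-12, and adjusted p = 0.356 with an estimated correlation). Of those that fell, 3 encode peptides of nociceptors, namely Sst (-2.84 ± 0.56), Tac1 (-1.84 ± 0.39) and Calca (-1.33 ± 0.31). Of 18 pain genes listed as lowered, 17 fell and 0 rose (18 fell when adjusted over the list alone, median -1.56, camera adjusted p = 3.11e-09, and adjusted p = 0.356 with an estimated correlation), among them Cd55 (-1.99 ± 0.32), the neurofilament Nefh (-1.33 ± 0.23), Kcnc2 (-1.06 ± 0.18) and Nsf (-0.99 ± 0.18). The lowered list lay at -0.83 from naive on SNT replicate 1, against -2.05 and -1.77 on SNT replicates 2 and 3. The study tabulated both pain gene lists with fold changes from these samples, so they are not independent evidence of direction.

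Markers of sensory neurons fell. Of 20 nociceptor markers 15 fell and 1 rose (17 and 1 when adjusted over the list alone), with a median of -1.58. Cd55, the cold receptor Trpm8 (-1.29 ± 0.23) and the neurturin receptor Gfra2 (-0.54 ± 0.08, adjusted p = 0.00703) fell, while the artemin receptor Gfra3 rose (0.60 ± 0.08, adjusted p = 0.00676). Of 17 markers of large-diameter neurons 14 fell and 0 rose, also when adjusted over the list alone (median -0.92). They included the potassium channel Kcns1 (-1.77 ± 0.22), the transcription factor Etv1 (-0.86 ± 0.13), the neurotrophin-3 receptor Ntrk3 (-0.76 ± 0.13) and parvalbumin, Pvalb (-1.59 ± 0.27). Genes of synaptic vesicles and release fell in 21 of 25 cases and rose in 2, with the same counts when adjusted over the list alone (median -0.96). Rims1 (-1.11 ± 0.18), Napb (-0.88 ± 0.15), Syn1 (-0.96 ± 0.16) and Syt2 (-1.33 ± 0.24) fell, and Syt4 (0.57 ± 0.10) and Stx1a (0.30 ± 0.08) rose. Stx1a lost its call after median centring (adjusted p = 0.167) and without naive replicate 1 (adjusted p = 0.122) or 3 (adjusted p = 0.145). Camera gave adjusted p = 1.28e-06 for nociceptor markers, 3.41e-07 for large-diameter markers and 8.64e-09 for synaptic genes, and adjusted p = 0.356 with an estimated correlation for each. The 3 lists moved least on SNT replicate 1: the median difference from the naive mean was -0.82 there for nociceptor markers against -2.01 and -1.94 on SNT replicates 2 and 3, -0.56 against -1.17 and -1.02 for large-diameter markers, and -0.58 against -1.32 and -1.04 for synaptic genes.

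Voltage-gated potassium channel genes fell in 22 of 26 cases and rose in 1, with the same counts when adjusted over the list alone (median -1.15, camera adjusted p = 1.61e-10, and adjusted p = 0.356 with an estimated correlation). The A-type channels Kcnd2 (-1.02 ± 0.12, adjusted p = 0.00479) and Kcnd3 (-2.15 ± 0.33, adjusted p = 0.00775) were among them, as were Kcns1 and Kcnh5 (-0.62 ± 0.09). Kcns2 rose (0.25 ± 0.07), but with median centring its adjusted p was 0.19, with cyclic loess 0.128, and without naive replicate 1, 2 or 3 0.154, 0.14 and 0.15. Of 9 sodium channel genes 5 fell and 2 rose, also when adjusted over the list alone (median -1.01). Scn11a and Scn8a (adjusted p = 0.0208 and 0.0106), which encode pore-forming subunits, and the auxiliary subunits Scn2b (-1.36 ± 0.21) and Scn4b (-1.01 ± 0.15) fell. Scn3a (0.64 ± 0.16), a channel of embryonic neurons, and Scn3b (0.53 ± 0.14) rose, and both calls were lost without naive replicate 1 (adjusted p = 0.116 and 0.111). That of Scn3a was also lost after quantile normalisation (adjusted p = 0.117) and cyclic loess (adjusted p = 0.115). The sodium channel list passed narrowly (camera adjusted p = 0.0483, and adjusted p = 0.356 with an estimated correlation) and failed with the dim filter (adjusted p = 0.0727), after quantile normalisation (adjusted p = 0.121), cyclic loess (adjusted p = 0.133) or median centring (adjusted p = 0.0811), and without naive replicate 1 (adjusted p = 0.0564), naive replicate 2 (adjusted p = 0.0581), SNT replicate 2 (adjusted p = 0.0575) or SNT replicate 3 (adjusted p = 0.0681). On SNT replicate 1 the median difference from naive was -0.71 for potassium and -0.74 for sodium channels, against -1.57 and -1.30 on SNT replicate 2 and -1.35 and -0.99 on SNT replicate 3.

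Calcium channel genes fell in 9 of 17 cases and rose in 1 (10 and 1 when adjusted over the list alone, median -0.31, camera adjusted p = 0.00132, adjusted p = 0.503 with an estimated correlation and 0.113 with fry). The gene that rose was Cacna2d1, whose product is the α2δ-1 subunit bound by gabapentin (1.60 ± 0.12, 3.02-fold, adjusted p = 0.00235). Its relatives Cacna2d2 (-1.15 ± 0.21) and Cacna2d3 (-1.71 ± 0.23) and the auxiliary subunit Cacng5 (-1.84 ± 0.33) fell. Receptors for glutamate and GABA fell in 12 of 23 cases and rose in 4 (14 and 6 when adjusted over the list alone, median -0.56, camera adjusted p = 0.00642, adjusted p = 0.396 with an estimated correlation and 0.0613 with fry). Gabra5 (1.07 ± 0.10, adjusted p = 0.00318) and the NMDA receptor subunit Grin2b (0.81 ± 0.09, adjusted p = 0.00443) rose, and the GABA receptor subunits Gabrb2 (-1.16 ± 0.13) and Gabrg1 (-1.77 ± 0.20) fell. In that list 2 rose without any 1 naive replicate or without SNT replicate 2. Opioid, cannabinoid, adrenergic, serotonin and acetylcholine receptors fell in 14 of 21 cases and rose in 2 (18 and 2 when adjusted over the list alone, median -0.87, camera adjusted p = 2.05e-05, and adjusted p = 0.356 with an estimated correlation). Htr3b fell, as did the cannabinoid receptor Cnr1 (-0.95 ± 0.14, adjusted p = 0.00775), whereas Cnr2, known from immune cells, rose (0.85 ± 0.11, adjusted p = 0.00613) and Htr2b rose (2.85 ± 0.37, adjusted p = 0.00565). Without naive replicate 1 or 2 these receptors fell in 9 and 8 cases, and without SNT replicate 2 the calcium channel genes that rose numbered 2. Calcium channel genes that fell numbered 6 without naive replicate 1 or 2, 7 without SNT replicate 2 or 3 and 11 without SNT replicate 1. On SNT replicate 1 the median difference from naive was -0.18 for the calcium channel list, -0.43 for glutamate and GABA receptors and -0.45 for the other receptors, against -0.46, -0.50 and -1.02 on SNT replicate 2.

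Neuropeptides moved both ways: 7 of 19 rose and 8 fell, also when adjusted over the list alone. Gal, Vip (2.43 ± 0.18, adjusted p = 0.00235), Npy (2.96 ± 0.39, adjusted p = 0.00608), the urocortins Ucn (1.30 ± 0.08) and Ucn2 (2.59 ± 0.28), Vgf (1.32 ± 0.16) and cholecystokinin, Cck (1.01 ± 0.16), rose, while Sst, Tac1 and Calca fell. Without naive replicate 1, naive replicate 3 or SNT replicate 2 the neuropeptides that fell numbered 5. The median of the list was -0.02, its mean 0.20 and the direction of the test upward (camera adjusted p = 0.88, adjusted p = 0.937 with an estimated correlation, fry adjusted p = 0.0264), so these measures differ in sign. Of 20 neurotrophic factors and receptors 8 rose and 5 fell (9 and 6 when adjusted over the list alone, median 0.14, camera adjusted p = 0.582, adjusted p = 0.652 with an estimated correlation, fry adjusted p = 0.0172). The GDNF receptor Gfra1 (1.10 ± 0.09, adjusted p = 0.00246) and the cytokine Il6 (2.17 ± 0.19, adjusted p = 0.00248) rose, and Ntrk3, Ntrk2 (-0.67 ± 0.13) and the p75 receptor Ngfr (-0.40 ± 0.09) fell. The fall of Ngfr missed the threshold after quantile normalisation (adjusted p = 0.119) and cyclic loess (adjusted p = 0.111). The tetrahydrobiopterin list had 4 measured genes (median 0.10) and was not tested. Gch1, the first enzyme of the pathway, rose (0.74 ± 0.10, adjusted p = 0.00643), and 1 other gene fell, with the same counts when adjusted over the list alone. This was Gchfr (-0.23 ± 0.08), with adjusted p = 0.177, 0.205 and 0.228 without naive replicate 1, 2 or 3, and 0.169 and 0.15 without SNT replicate 2 or 3.

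All 22 measured markers of macrophages and monocytes rose, also when adjusted over the list alone (median 1.78, camera adjusted p = 1.2e-10, and adjusted p = 0.356 with an estimated correlation), among them Gpnmb, the complement components C1qa (2.31 ± 0.19) and C1qb (2.46 ± 0.23) and Aif1 (1.00 ± 0.11), which encodes Iba1. Of 15 genes of major histocompatibility complex class II and antigen presentation 13 rose and 0 fell (14 when adjusted over the list alone, median 1.09, camera adjusted p = 1.22e-07, and adjusted p = 0.356 with an estimated correlation). RT1-Da (2.09 ± 0.21), RT1-Bb (1.95 ± 0.17), RT1-Ba (1.68 ± 0.17) and RT1-DMa (1.55 ± 0.12) had the smallest adjusted p of this list. Of 15 markers of T and natural killer cells 12 rose and 0 fell (14 when adjusted over the list alone, median 0.55, camera adjusted p = 2.48e-05, and adjusted p = 0.356 with an estimated correlation), with Gzmb, Cd8a (2.62 ± 0.35), Cd4 (1.34 ± 0.20) and Cd5 (0.78 ± 0.15) at the smallest adjusted p. Cd4 is also made by rat macrophages. T and natural killer cell markers that rose numbered 8 without naive replicate 1 or 2 and 9 without naive replicate 3. They numbered 10 without SNT replicate 2 or 3 and 14 without SNT replicate 1. Complement genes rose in 9 of 13 cases and fell in 1, the regulator Cd55 (10 and 1 when adjusted over the list alone, median 1.09, camera adjusted p = 0.000738, and adjusted p = 0.356 with an estimated correlation). C1qc (2.18 ± 0.25) and C3 (1.32 ± 0.18) rose, and the C1q genes belong to the macrophage list too. Cytokines and chemokines rose in 20 of 34 cases and fell in 0 (23 when adjusted over the list alone, median 0.56, camera adjusted p = 3.01e-07, and adjusted p = 0.307 with an estimated correlation), with Il24 (2.69 ± 0.20), Cxcl14, Il6 and Csf1 (1.43 ± 0.15) at the smallest adjusted p. On SNT replicate 1 the macrophage list lay 1.28 above naive, against 2.26 and 1.78 on SNT replicates 2 and 3. The study had printed raised array values of several macrophage markers from these samples, so the direction of that list was partly known beforehand.

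Of 16 interferon-stimulated genes 6 rose and 1 fell, also when adjusted over the list alone (median 0.43, camera adjusted p = 0.042, adjusted p = 0.652 with an estimated correlation and 0.149 with fry). Ifi47 (1.49 ± 0.22), Gbp2 (1.74 ± 0.32), Irf1 (1.06 ± 0.22) and Irgm (0.89 ± 0.20) rose. The list failed without naive replicate 1 (adjusted p = 0.0637), SNT replicate 2 (adjusted p = 0.101) or SNT replicate 3 (adjusted p = 0.267), and on SNT replicate 1 its median difference from naive was -0.08, against 0.57 and 0.98 on the others. Interferon genes that rose numbered 12 without SNT replicate 1, 5 without naive replicate 2 and 4 without any 1 of the other arrays. Ifi27, the gene that fell (-0.30), lost its call without any 1 naive replicate (adjusted p = 0.137, 0.196 and 0.173) or SNT replicate 2 or 3 (adjusted p = 0.118 and 0.134). The change of Ifi27 was -0.18 after quantile normalisation (adjusted p = 0.323) and -0.14 after cyclic loess (adjusted p = 0.43). Of 12 markers of neutrophils and mast cells 1 rose and 0 fell, also when adjusted over the list alone. It was Csf3r (0.65 ± 0.10, adjusted p = 0.00775). The median of that list was 0.10 and its mean -0.10, and the test pointed upward (camera adjusted p = 0.743, adjusted p = 0.923 with an estimated correlation), or downward after quantile normalisation or cyclic loess. Of these markers 2 fell without naive replicate 1. None of the 4 measured B cell markers (median -0.07) passed FDR 0.1 in limma, and 0 did when adjusted over the list alone. The smallest adjusted p was that of Cd79b (-0.87 ± 0.42, adjusted p = 0.187, unadjusted p = 0.0793), whose log2 fold change was -0.34 without naive replicate 3.

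**Figure D2:**
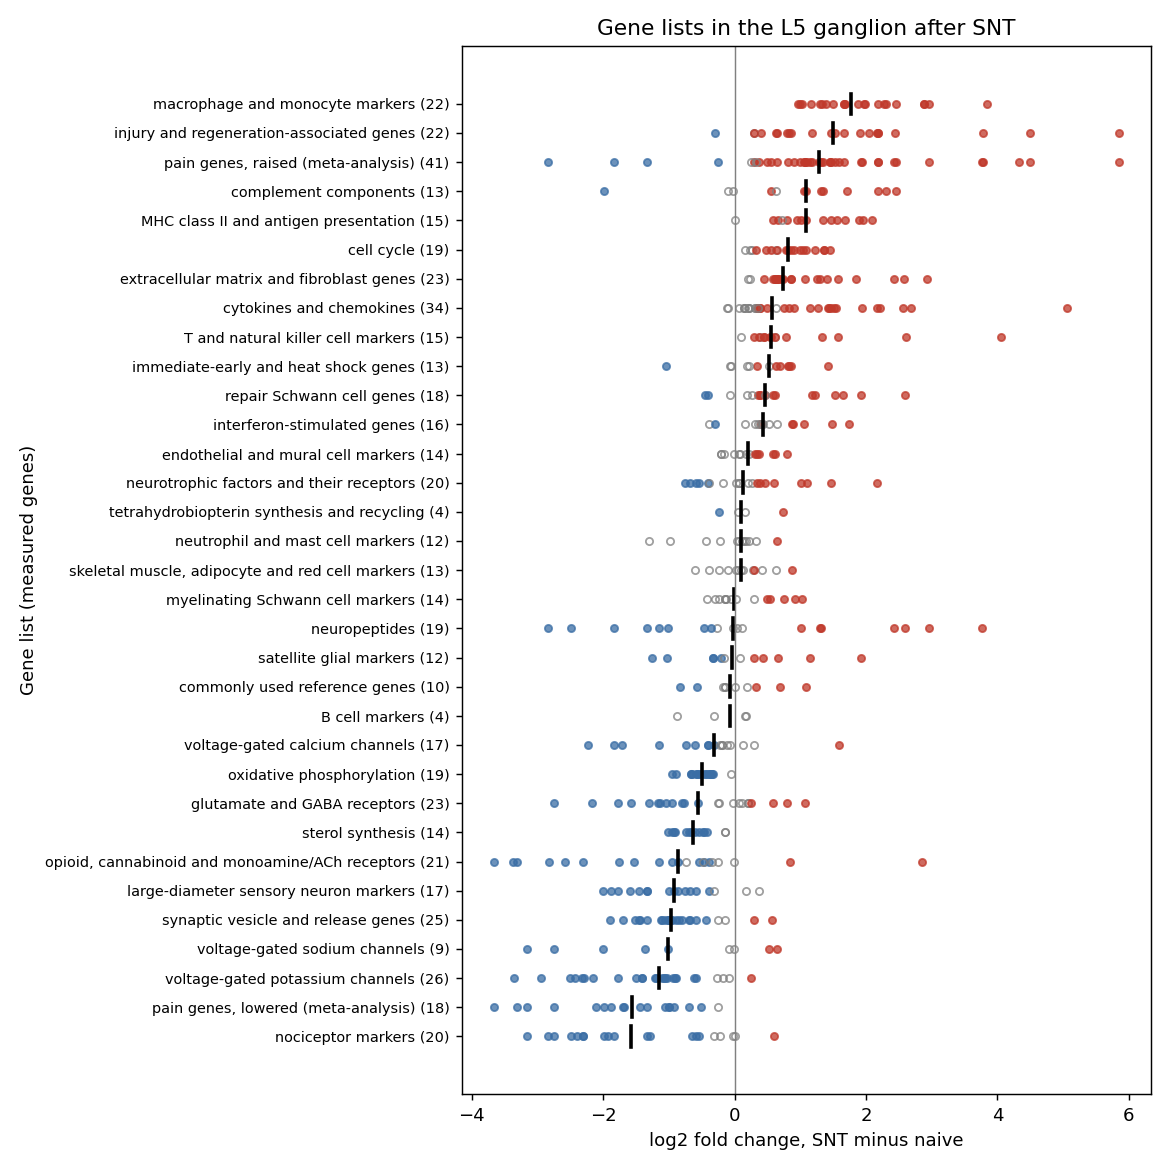
Log2 fold change (SNT minus naive) of each measured gene in the 33 lists, ordered by the median of the list, which is drawn as a black bar; filled points passed FDR 0.1 (red rose, blue fell) and open points did not. Macrophage and monocyte markers have the highest median, 1.78, and nociceptor markers the lowest, -1.58.

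Cell cycle genes rose in 15 of 19 cases and fell in 0 (16 when adjusted over the list alone, median 0.81, camera adjusted p = 3.18e-06, and adjusted p = 0.356 with an estimated correlation). The replication factors Mcm5 (0.90 ± 0.11) and Mcm2 (0.78 ± 0.11) and the mitotic genes Bub1b (0.64 ± 0.08) and Prc1 (1.08 ± 0.18) had the smallest adjusted p. Genes of the extracellular matrix and fibroblasts rose in 21 of 23 cases and fell in 0 (23 when adjusted over the list alone, median 0.73, camera adjusted p = 1.41e-08, and adjusted p = 0.356 with an estimated correlation), with Cthrc1 (2.93 ± 0.29), Thbs2 (2.58 ± 0.31), fibronectin, Fn1 (1.85 ± 0.25), and Col5a1 (0.66 ± 0.08). Genes of repair Schwann cells rose in 12 of 18 cases and fell in 2 (15 and 2 when adjusted over the list alone, median 0.46, camera adjusted p = 0.000312, and adjusted p = 0.307 with an estimated correlation). Gap43 (1.19 ± 0.09), Jun (1.52 ± 0.14), Gfap (1.93 ± 0.19) and Ucn2 rose. Gap43 and Jun belong to the injury list too, and Gfap is also a marker of satellite glia. Ngfr, a repair Schwann cell marker, fell, as did Cryab (-0.45), whose call was lost without naive replicate 1 (adjusted p = 0.169), naive replicate 3 (adjusted p = 0.173) or SNT replicate 2 (adjusted p = 0.13). Cryab also missed the threshold after quantile normalisation (-0.34, adjusted p = 0.125) and cyclic loess (-0.29, adjusted p = 0.1645). On SNT replicates 1 to 3 the median differences from naive were 0.52, 1.06 and 0.86 for the cell cycle list, 0.57, 0.90 and 0.95 for the matrix list and 0.41, 0.58 and 0.39 for the repair list.

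Markers of satellite glia moved both ways, with 5 of 12 higher and 5 lower, also when adjusted over the list alone. Gfap, the ectonucleotidase Entpd2 (1.15 ± 0.14, adjusted p = 0.00516) and Sox10 (0.66 ± 0.09, adjusted p = 0.00694) rose and the proteoglycan Bcan fell (-1.03 ± 0.18, adjusted p = 0.0105). Satellite markers higher and lower numbered 3 and 2 without naive replicate 1 and 3 and 3 without naive replicate 2, and 3 were lower without naive replicate 3. The median of that list was -0.03 and its mean 0.10, with a downward direction in camera (adjusted p = 0.88, adjusted p = 0.923 with an estimated correlation) that turned upward after each of the 3 other normalisations, and an upward one in fry (adjusted p = 0.124). Of 14 markers of myelinating Schwann cells 5 rose and 0 fell (6 when adjusted over the list alone), with a median of -0.01, a mean of 0.19 and an upward direction in camera (adjusted p = 0.743, adjusted p = 0.923 with an estimated correlation). Mag (0.76 ± 0.16) and Gldn (0.93 ± 0.22) were 2 of those that rose. The other 3 were not called without naive replicate 1 or 2, namely Egr2 (adjusted p = 0.105 and 0.104), Cnp (adjusted p = 0.123 and 0.141) and Cldn19 (adjusted p = 0.129 and 0.167). After median centring Cnp (adjusted p = 0.121) and Cldn19 (adjusted p = 0.184) lost their calls as well. Without SNT replicate 2 or 3 the number of these markers that rose was 3, and 1 marker fell without naive replicate 2 or SNT replicate 1. Of 14 endothelial and mural markers 6 rose and 0 fell, also when adjusted over the list alone (median 0.20, camera adjusted p = 0.176, adjusted p = 0.652 with an estimated correlation). Des (0.80 ± 0.16), Cspg4 (0.38 ± 0.08) and Tie1 (0.59 ± 0.13) rose. Of these vessel markers 3 rose without naive replicate 2. This list passed only after a repeated quantile normalisation (adjusted p = 0.0482). Of 13 markers of muscle, fat and red cells 2 rose and 0 fell, also when adjusted over the list alone (median 0.09, camera adjusted p = 0.531, adjusted p = 0.877 with an estimated correlation). These were the fat genes Cidec (0.88 ± 0.12, adjusted p = 0.0061) and Plin1 (0.30 ± 0.09, adjusted p = 0.0524), the latter with adjusted p = 0.162, 0.145 and 0.14 without naive replicate 1, 2 or 3 and 0.123, 0.135 and 0.114 after quantile normalisation, cyclic loess and median centring. Of this list 4 genes fell without SNT replicate 3.

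Oxidative phosphorylation genes fell in 18 of 19 cases and rose in 0, also when adjusted over the list alone (median -0.50, camera adjusted p = 8.3e-11, and adjusted p = 0.307 with an estimated correlation). The ATP synthase subunit Atp5po (-0.90 ± 0.09, adjusted p = 0.00341), the complex I subunits Ndufs1 (-0.95 ± 0.11) and Ndufv2 (-0.66 ± 0.08) and the complex IV subunit Cox5b (-0.59 ± 0.08) had the smallest adjusted p, and the list lay -0.43, -0.52 and -0.54 from naive on SNT replicates 1 to 3. Sterol synthesis genes fell in 12 of 14 cases and rose in 0 (13 when adjusted over the list alone, median -0.63, camera adjusted p = 3.41e-07, and adjusted p = 0.356 with an estimated correlation), among them the synthesis enzymes Sqle (-0.91 ± 0.12), Cyp51 (-1.01 ± 0.15), Idi1 (-0.92 ± 0.14) and Nsdhl (-0.70 ± 0.12). That list lay -0.48, -0.90 and -0.51 from naive on SNT replicates 1 to 3.

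Of 13 immediate-early and heat shock genes 7 rose and 1 fell (8 and 1 when adjusted over the list alone, median 0.53, camera adjusted p = 0.0483, and adjusted p = 0.356 with an estimated correlation). The transcription factors Fos (1.42 ± 0.19) and Nr4a2 (0.83 ± 0.12) and Ier2 (0.70 ± 0.16) rose, and the chaperone Hsph1 fell (-1.04 ± 0.14). The median difference of the list from naive was 0.28 on SNT replicate 1, against 0.75 on each of SNT replicates 2 and 3. The genes of the list that rose numbered 3 without naive replicate 1 and 4 without naive replicate 2, SNT replicate 2 or SNT replicate 3. The list failed with the dim filter (adjusted p = 0.0673), without naive replicate 1 (adjusted p = 0.0502), without SNT replicate 2 (adjusted p = 0.0816) and without SNT replicate 3 (adjusted p = 0.0703). Among 10 commonly used reference genes 3 rose and 2 fell (4 and 2 when adjusted over the list alone): Gusb (1.08 ± 0.19, adjusted p = 0.0111), Rpl13a (0.68 ± 0.14, adjusted p = 0.016) and Rplp0 (0.32 ± 0.10, adjusted p = 0.0565) rose, and Tfrc (-0.83 ± 0.07, adjusted p = 0.00246) and Sdha (-0.57 ± 0.08, adjusted p = 0.0061) fell. Rplp0 lost its call after median centring (adjusted p = 0.219) and without any 1 of naive replicates 1 to 3 (adjusted p = 0.185, 0.15 and 0.123) or SNT replicates 2 and 3 (adjusted p = 0.118 and 0.104). The median of the reference list was -0.07, its mean 0.04 and its direction in camera downward (adjusted p = 0.641, adjusted p = 0.898 with an estimated correlation), or upward after quantile normalisation or cyclic loess.

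Altogether 23 of 31 tested lists passed FDR 0.05 in camera with the preset correlation, 12 upward and 11 downward. With an estimated correlation 0 did, the smallest adjusted p being 0.307, and with fry 22 did. The smallest unadjusted p with an estimated correlation was that of oxidative phosphorylation (p = 0.0115).

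**Figure D3:**
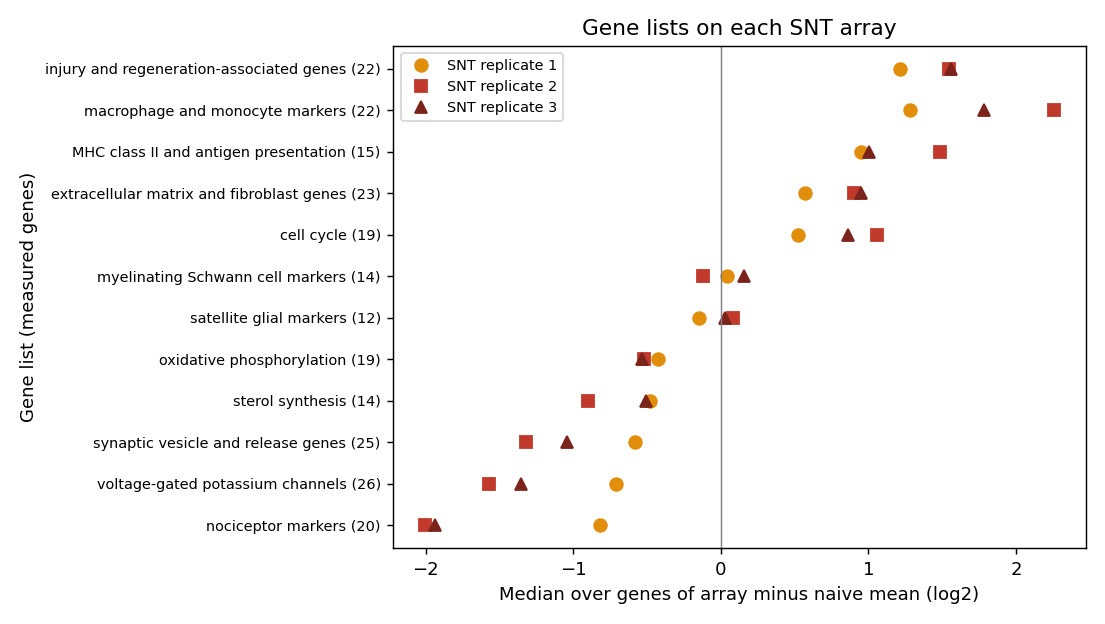
Median over the measured genes of 12 lists of each SNT array minus the naive mean (log2), with 1 symbol per SNT array. For nociceptor markers SNT replicate 1 lies at -0.82 and SNT replicates 2 and 3 at -2.01 and -1.94, while for oxidative phosphorylation the arrays lie at -0.43, -0.52 and -0.54.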

Values the study reported

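The study reported exon array fold changes (SNT over naive) of 57.9 for Sprr1a, 33.4 for Cxcl14, 22.6 for Csrp3 and 13.5 for Gal. For Npy its array fold change was 7.8. It accepted an FDR of 0.1 in the array analysis.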

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

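Of the alternatives below, only the omission of 534 unnamed clusters with low identifiers was chosen after seeing the data. It gave 6181 calls, 3389 higher and 2792 lower.

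The total number of calls depended most on the threshold and on the naive arrays. The number of rises depended on the normalisation too. Calls of 2-fold or more moved further without SNT replicate 1 or 2 than without any 1 naive array. At FDR 0.05 there were 2198 rises. At FDR 0.01 there were 1218 calls, 559 rises, 659 falls and 453 calls of 2-fold or more, since a stricter threshold admits fewer. Leaving out 1 array at a time gave 3499 (without naive replicate 1) to 7077 calls (without SNT replicate 1), 1643 to 3851 rises, 1856 to 3226 falls and 677 to 1134 calls of 2-fold or more. Without naive replicate 2 there were 3745 calls, 1855 rises and 1890 falls, and without naive replicate 3 2113 rises. Median centring gave 1869 rises, as it lowers each SNT array relative to the naive ones, and kept 4732 of the 6232 calls. Cyclic loess kept 4839 and quantile normalisation 4799. Of the calls that any alternative shared with the 6232, 0 turned direction. Shared calls passed in both runs on largely the same values, so a turn was hardly possible and this is no test of robustness. The SNT and naive replicate numbers did not go together (r = -0.07, -0.15 and 0.05), and a replicate block gave 4700 calls.

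Gene lists past FDR 0.05 numbered 0 with an estimated inter-gene correlation and 20 to 23 without 1 array. Why no list passed with the estimated correlation was not examined. The direction that the test gave to lists that did not pass turned in places, and the cause was not tested. In camera that direction compares a list with all other genes, so it can turn while the mean keeps its sign, as for satellite glial markers (mean 0.10) and neuropeptides (mean 0.20). Fry makes no such comparison, so its upward direction for satellite glial markers is not a turn of this kind. In the settings where it turned, satellite glial markers had mean log2 fold changes of 0.12 with array weights, 0.10 with the dim filter, 0.18 after quantile normalisation, 0.19 after cyclic loess, 0.017 after median centring, 0.10 with fry and 0.13 without SNT replicate 1. Their range without 1 array was 0.089 to 0.13. Neuropeptides had 0.10 with array weights and 0.20 with the replicate block, and 0.033 (without SNT replicate 1) to 0.29 without 1 array. Neutrophil and mast cell markers had -0.19 after quantile normalisation and -0.20 after cyclic loess, and -0.27 (without naive replicate 1) to 0.10 without 1 array. Reference genes had 0.10 after quantile normalisation and 0.15 after cyclic loess, and -0.0057 to 0.12 (without SNT replicate 1) without 1 array. Without 1 array, myelinating Schwann cell markers ranged from 0.073 (without naive replicate 2) to 0.29, and muscle, fat and red cell markers from -0.18 (without SNT replicate 3) to 0.29.

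Pts, which was not called, had -0.012 after cyclic loess and -0.038 after median centring, and -0.01 (without naive replicate 2) to 0.11 without 1 array. Tnfrsf13c, not called either, ranged from -0.0057 (without naive replicate 1) to 0.29. Over the alternatives, results for named genes kept direction and side of the threshold in 1872 cases, lost the call in 94, gained it in 6 and turned in 4. For gene lists these numbers were 432, 41, 3 and 19. Signal over background was not measured here, and calls of dim clusters are limited by it to an extent that stays unknown.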

Other observations

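The tests on SNT replicate 1 and the 2 comparisons that use markers of other cell types were chosen after the results had been seen. Intervals in this section come from 10000 resamples of genes or clusters, not of arrays. They therefore hold no spread between arrays or animals. Of 21 genes expressed across neurons in general, 12 fell and 1 rose, with a median log2 fold change of -0.41. The gene that rose was Nsg1 (0.89 ± 0.09, adjusted p = 0.00386), a protein of neuronal endosomes, named after its values were seen. The largest falls among these genes were those of Isl1 (-1.62 ± 0.29, adjusted p = 0.0119) and Gdap1 (-1.29 ± 0.18, adjusted p = 0.00632). Neuron-specific tubulin, Tubb3, did not pass (0.04 ± 0.09, adjusted p = 0.793), and neither did Stmn2, a tubulin-binding protein of growing axons (0.04 ± 0.09, adjusted p = 0.768). All of these were likewise named after their values were seen.

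On the first principal component of all clusters (70.4% of the variance) SNT replicate 1 lay between the naive arrays and the other SNT arrays. It stood at 14.5, naive arrays at -35.3 to -27.9 and SNT replicates 2 and 3 at 44.6 and 37.3. On the second (13.5%) it lay apart from both groups, at -30.8 against -1.25 to 15.3 on all other arrays. Its array weight was the lowest, 0.27. It was thus not only an intermediate between the groups. A mixture with uninjured ganglia gives falling and rising genes the same naive share, yet the median share was 0.329 for the 101 falling genes and 0.53 for 70 rising genes, a difference of -0.201 (95% interval -0.269 to -0.128), or -0.237 (-0.302 to -0.123) against the 48 dimmer rising genes. These falling and rising genes had a log2 difference of 2 or more between the naive mean and the mean of SNT replicates 2 and 3. Rising genes were not alike. Among list members with a log2 rise of 1 or more, a looser rule, the median share was 0.547 for 22 macrophage genes and 0.25 for 13 injury genes. The share of the injury genes lay below that of the falling genes. Neither interval clears the bound of 0.2 set for excluding a mixture, so it may contribute and stays open. A compressed signal scale is argued against as the whole cause, since falling genes lay 1.288 (interval 1.213 to 1.407) further above SNT replicates 2 and 3 than unchanged clusters of the same level. These falling genes were themselves picked by low values on SNT replicates 2 and 3. The SD over clusters was lowest on SNT replicate 1, at 1.95 against 2.01 on SNT replicates 2 and 3 and 2.06 to 2.08 on naive arrays. A part played by compression thus stays open. No biological explanation was tested, as the labels name no difference between the SNT pools.

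Sensory neuron markers fell, and a smaller share of neuronal RNA was weighed as the cause. Neuron-wide genes would then fall as far as nociceptor markers, but their median lay 1.173 above that of the 20 nociceptor markers (-1.58), with a 95% interval of 0.054 to 1.917 that does not decide by itself. A smaller neuronal share alone would also raise other cell types alike. The median of 22 macrophage markers (1.78) lay 1.693 (interval 1.257 to 2.187) above that of 40 markers of satellite glia, myelinating Schwann cells and vessels (0.09). This argues against a smaller neuronal share as the only change in cell composition. More macrophage RNA alone would lower every other cell type as far. Yet those 40 markers lay 1.67 (interval 0.592 to 2.452) above nociceptor markers, which argues against more macrophage RNA as the whole cause. A smaller neuronal share together with more macrophage RNA was not tested. A part played by either or both stays open, and no biological explanation was tested.

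Rises of less than 2-fold were found for 3008 clusters, and raised background on the SNT arrays may account for part of them. Olfactory receptor clusters served as a check, since the ganglion is not known to use them in bulk. Their median log2 fold change over 859 clusters was 0.1147 (95% interval 0.0964 to 0.1269), against 0.09 for all clusters, and 94 rose and 11 fell. By array it was 0.17, 0.06 and 0.10 on SNT replicates 1 to 3, a wider range than that interval, which leaves out the spread between arrays. A small upward shift of dim clusters is consistent with raised background, and lower competition from falling transcripts was not tested.

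The 6 arrays form 10 splits into 3 and 3, too few for a share under 0.05. For the calls (6232), rises (3367), falls (2865) and calls of 2-fold or more (842), 1 split, the real one, gave as many, and the highest other gave 0. For gene lists 2 splits gave 23 or more, the highest other being 27, in which naive replicates 1 and 2 and SNT replicate 1 stood against the rest. The other mixed splits gave 22, 22, 18, 17, 15, 8, 7 and 3 lists, so the real count is little above several of them. Each mixed split keeps 2 arrays of 1 group on a side, and none is a reference without a change.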
